# HOXA10 promotes *Gdf5* expression in articular chondrocytes

**DOI:** 10.1038/s41598-023-50318-7

**Published:** 2023-12-20

**Authors:** Tomohiko Murakami, Lerdluck Ruengsinpinya, Yoshifumi Takahata, Yuri Nakaminami, Kenji Hata, Riko Nishimura

**Keywords:** Gene expression, Gene regulation, Reporter genes, Osteoarthritis

## Abstract

Growth differentiation factor 5 (GDF5), a BMP family member, is highly expressed in the surface layer of articular cartilage. The *GDF5* gene is a key risk locus for osteoarthritis and *Gdf5*-deficient mice show abnormal joint development, indicating that GDF5 is essential in joint development and homeostasis. In this study, we aimed to identify transcription factors involved in *Gdf5* expression by performing two-step screening. We first performed microarray analyses to find transcription factors specifically and highly expressed in the superficial zone (SFZ) cells of articular cartilage, and isolated 11 transcription factors highly expressed in SFZ cells but not in costal chondrocytes. To further proceed with the identification, we generated *Gdf5-*HiBiT knock-in (*Gdf5-*HiBiT KI) mice, by which we can easily and reproducibly monitor *Gdf5* expression, using CRISPR/Cas9 genome editing. Among the 11 transcription factors, *Hoxa10* clearly upregulated HiBiT activity in the SFZ cells isolated from *Gdf5*-HiBiT KI mice. *Hoxa10* overexpression increased *Gdf5* expression while *Hoxa10* knockdown decreased it in the SFZ cells. Moreover, ChIP and promoter assays proved the direct regulation of *Gdf5* expression by HOXA10. Thus, our results indicate the important role played by HOXA10 in *Gdf5* regulation and the usefulness of *Gdf5*-HiBiT KI mice for monitoring *Gdf5* expression.

## Introduction

Articular cartilage is a specialized connective tissue that protects epiphyses and enables the smooth movement of joints. Disorders of articular cartilage cause significant musculoskeletal dysfunction and their healing is difficult due to the limited ability of articular cartilage to repair itself^1,2^. Articular cartilage is composed of articular chondrocytes and extracellular matrix and has no blood vessels, lymphatics, or nerves^3,4^. Thus, articular chondrocytes are responsible for the maintenance of articular cartilage.

Osteoarthritis (OA) is a major joint disease that causes joint pain, inflammation, and stiffness due to the destruction of articular cartilage^5–7^, and results from joint degradation that occurs over time, overuse, and injury. Recent human genetic studies have shown linkage between OA and multiple polymorphisms, including in growth differentiation factor 5 (*GDF5*)^8,9^. GDF5, also known as BMP14 and CDMP1, is a member of the BMP family and the TGF-β superfamily, and is highly expressed in the surface layer of articular cartilage, particularly in the developmental stage^10–12^. Secreted GDF5 binds to BMP/TGF-β receptors such as BMP receptor (BMPR)1B and BMPR2^13^, and subsequently activates the SMAD signaling pathway^14^, which play important roles in skeletal development and formation. A polymorphism in the 5′UTR of *GDF5* (+ 104 T/C) decreases *GDF5* expression and is associated with susceptibility to OA^15^. In addition to the *GDF5* polymorphism (+ 104 T/C), other human *GDF5* polymorphisms have been reported that cause mutations in the GDF5 protein and result in skeletal dysplasia^16–18^.

*Gdf5*-deficient mice showed shortened limb long bones, abnormal joint development, and a reduction in the number of phalanges in the second through fifth digits^12^. Conversely, transgenic mice with the targeted expression of *GDF5* exhibited chondrodysplasia with expanded cartilage and accelerated chondrocyte differentiation to hypertrophy^19^. Additionally, GDF5 is a critical factor for the differentiation of human iPSCs toward cartilaginous tissue working in cooperation with BMP2 and TGF-β^20^. Together with human genetic research, these studies indicate that GDF5 is essential for joint development and homeostasis.

Several studies have reported the importance of GDF5 in OA animal models. Decreased GDF5 levels were found to accelerate OA progression in a murine OA model^21^, whereas intra-articular supplementation of GDF5 prevented OA progression in a rat OA model^22^. These findings suggest that the induction of GDF5 in articular cartilage might be useful as therapy for OA and that the identification of transcription factors that promote *Gdf5* expression in articular cartilage would be helpful to develop this. Interestingly, SOX11 and PITX1 have been reported to be involved in the transcriptional regulation of *Gdf5*^23–25^. However, to date, no technology has been established to promote *GDF5* expression in articular cartilage.

*Gdf5* is highly expressed in the superficial zone of articular cartilage, indicating that transcription factors that regulate its expression are predominantly expressed in the superficial zone (SFZ) cells. In this study, we attempted to identify transcription factors that induce *Gdf5* expression in SFZ cells. To achieve this, we established a two-step screening approach combining microarray analyses with a newly developed *Gdf5*-monitoring system based on CRISPR/Cas9 genome editing. The screening and biochemical analyses indicated that HOXA10 promotes *Gdf5* expression through direct binding to the gene promoter. We believe that our findings and the *Gdf5*-monitoring system can contribute to developing a novel therapy for OA.

## Results

### Transcription factors predominantly expressed in superficial zone of articular chondrocytes

To identify the transcription factors involved in *Gdf5* regulation of SFZ cells, we first compared the expression of *Gdf5* and *Prg4*, both of which are specific gene markers of SFZ cells^26,27^, in SFZ cells, costal chondrocytes (CC), and chondrogenic cells, including limb bud (LB) cells and C3H10T1/2 cells. As expected, SFZ cells expressed high levels of *Gdf5* and *Prg4*, whereas CC and C3H10T1/2 cells expressed very little of them (Fig. 1A). Interestingly, LB cells expressed a moderate level of *Gdf5* but no *Prg4* (Fig. 1A), indicating that LB tissues contain precursor cells of SFZ cells. Because *Gdf5* is an earlier-stage gene marker of SFZ cells than *Prg4*^11^, this is very reasonable. These results suggest the utility of comparing these cells to identify transcription factors predominantly and specifically expressed in SFZ cells.

**Figure 1:**
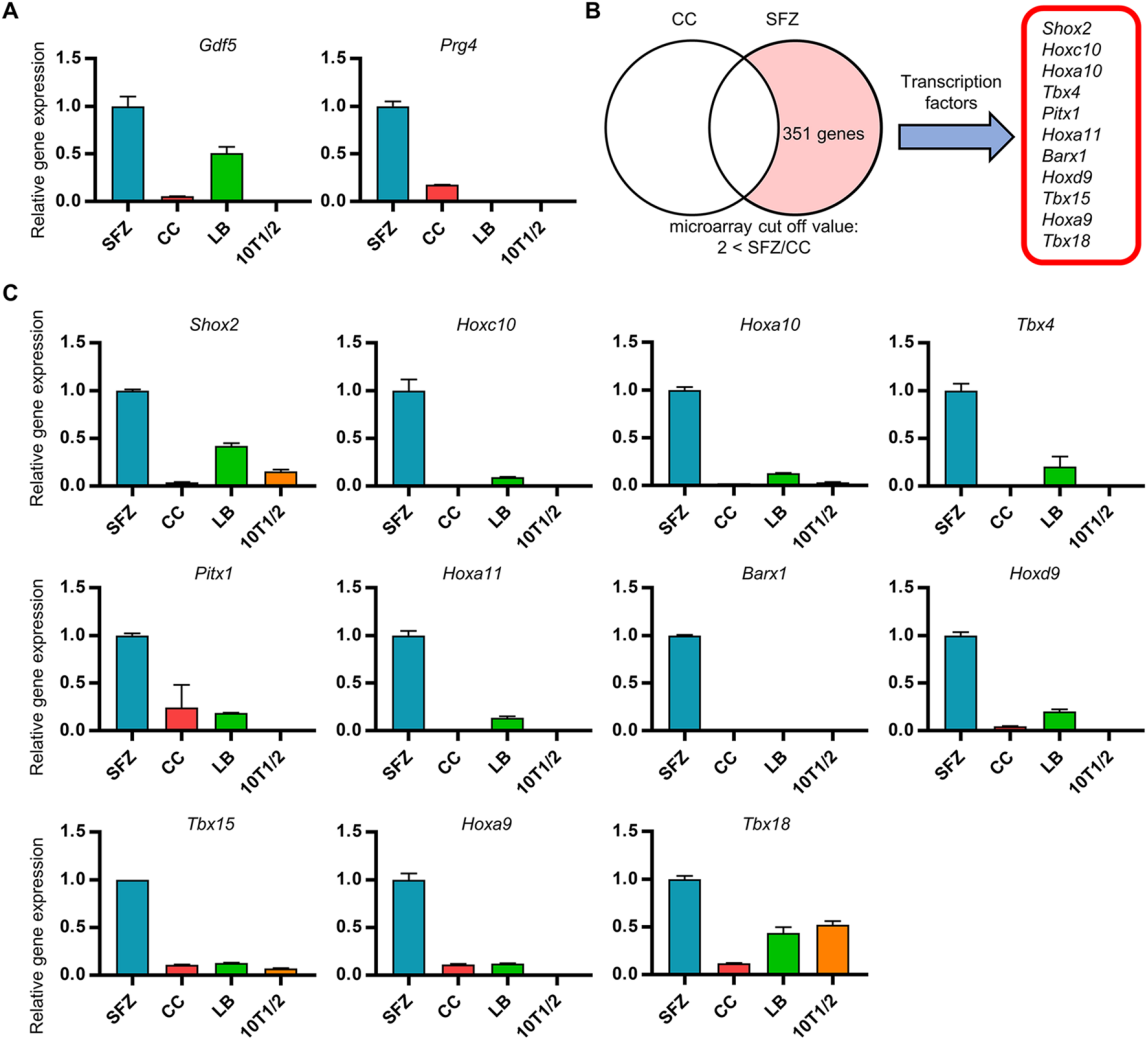
Identification of transcription factors predominantly expressed in articular cartilage cells. (**A**) Total RNA was isolated from SFZ, CC, LB, and C3H10T1/2 (10T1/2) cells. *Gdf5* and *Prg4* expression was analyzed by RT-qPCR in triplicate. (**B**) Total RNA from SFZ cells and CC was analyzed by microarray. Genes with expression exceeding 100 in terms of the SFZ raw values were counted as genes expressed in SFZ cells. The number indicates the number of genes expressed more than two-fold in SFZ cells compared with the level in CC. The panel on the right shows 11 transcription factors among the genes with expression in SFZ cells more than two-fold that in CC. (**C**) Total RNA was isolated from SFZ, CC, LB, and 10T1/2 cells. Indicated gene expression was analyzed by RT-qPCR in triplicate. Data are the mean ± SEM.

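SFZ cells, from the surface layer of articular cartilage, and CC, the chondrocytes of rib cartilage, were taken from ICR mice at postnatal day 4 and cultured in medium with 10% FBS. Among the markers of the comparison, *Prg4*, which encodes the joint lubricant lubricin, had a signal of 323 on the SFZ array and 73.6 on the CC array, a ratio of 4.39. *Gdf5*, a growth factor of the BMP family needed for joint formation, had signals of 93.1 and 74.2, a ratio of 1.25, on the only probe set named for it, and the SFZ signal was under the minimum of 100. *Actb*, encoding cytoplasmic actin, was at 7578 in SFZ cells and 9338 in CC. Each array received labelled cRNA from 100 ng of total RNA, and there was 1 Affymetrix mouse genome array per cell type. The differences between the arrays therefore have no replicate check, and no test was run and no p-value is given. The authors deposited MAS5 signals, which are linear intensities per probe set, a probe set being a group of short oligonucleotides against the 3′ part of a transcript. The scaling target of MAS5 is not given in the sources used here. The median signal was 28.1 on the SFZ array and 32.0 on the CC array, and the mean after trimming 2% at each end was 172 and 198. Among probe sets above background on both arrays the median log2 ratio of SFZ cells over CC was -0.15, against 0.03 after scaling to equal medians and 0.08 after quantile normalization. Spiked hybridization controls had a median ratio of 0.998 over 18 probe sets. The 3′ over 5′ ratio of the *Actb* control probe sets, a sign of RNA integrity, was 1.35 in SFZ cells and 1.24 in CC. A background level was taken from 87 probe sets of odorant, taste and vomeronasal receptor genes, as the 95th percentile of their signals, and was 28.2 on the SFZ array and 26.0 on the CC array. Where the dimmer signal was at or under that level, the ratio is given as a lower bound. Of 45037 probe sets other than controls, 34945 were named with 1 gene, which gave 18193 genes.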

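By the thresholds of the legend, 351 probe sets were higher on the SFZ array, and 331 of them belonged to 249 named genes. The mirror image, a CC signal over 100 and a CC/SFZ ratio over 2, gave 1612 probe sets and 1123 genes. Thus 17.9% of the probe sets past the thresholds were higher in SFZ cells, and this share was 32.1% after scaling to equal medians and 37.6% after quantile normalization. The genes with the largest ratios toward SFZ cells included *Rpl39l*, a paralog of the ribosomal protein gene *Rpl39*, at 1212 against 28.3, *C1ql3*, a secreted C1q family protein, at 495 against 36.8, the helicase gene *Rtel1* at 490 against 36.8, and *Ppp1r3b*, which targets a phosphatase to glycogen, at 1309 against 125. *Derl3*, a component of endoplasmic reticulum-associated degradation, was at 333 in SFZ cells and at least 12.8-fold higher than in CC.
Of 20 genes of cartilage matrix and the Sox trio, 4 were higher in SFZ cells and none was higher in CC. *Col2a1*, named after its values were seen, was at 8251 in SFZ cells and 9074 in CC, while *Matn1*, encoding matrilin-1, was at 9989 and 2692, *Col9a3* at 7799 and 3668, and *Snorc*, a chondrocyte proteoglycan, at 3818 and 1754. *Chad*, encoding chondroadherin, was at 131 in SFZ cells and at least 5.04-fold higher than in CC, where it was under background. The median log2 ratio of the list was 0.28, at percentile 99.99 among 10000 random lists of like signal, which is a description of these arrays. Of 17 markers of the superficial zone above background, *Prg4* was higher in SFZ cells and 4 were higher in CC, among them the adhesion molecule *Vcam1* at 35.7 and 354 and *Thbs4* at 108 and 388. The median of these markers was at percentile 81.8.
Markers of skeletal muscle and of adipocytes were higher on the CC array. All 13 skeletal muscle genes above background passed in CC, with *Actc1*, encoding cardiac actin of embryonic muscle, at 28.7 in SFZ cells and 8228 in CC, *Mylpf* at 28.6 and 5161, and *Acta1* at 32.4 and 5136. *Myog*, a regulator of muscle differentiation, was at 2721 in CC and at least 96.5-fold higher than in SFZ cells. Of 6 adipocyte genes above background 5 passed in CC, with the lipid carrier gene *Fabp4* at 42.7 and 6039. Of 20 fibroblast genes 6 passed in CC, including *Postn* at 138 and 3394 and *S100a4* at 215 and 2732. Of 18 cell cycle genes 16 passed in CC, such as *Rrm2* at 362 and 1175 and *Cdc20* at 383 and 1037, and 10 did so after quantile normalization. None of the 11 housekeeping genes passed in either direction.

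**Figure D1:**
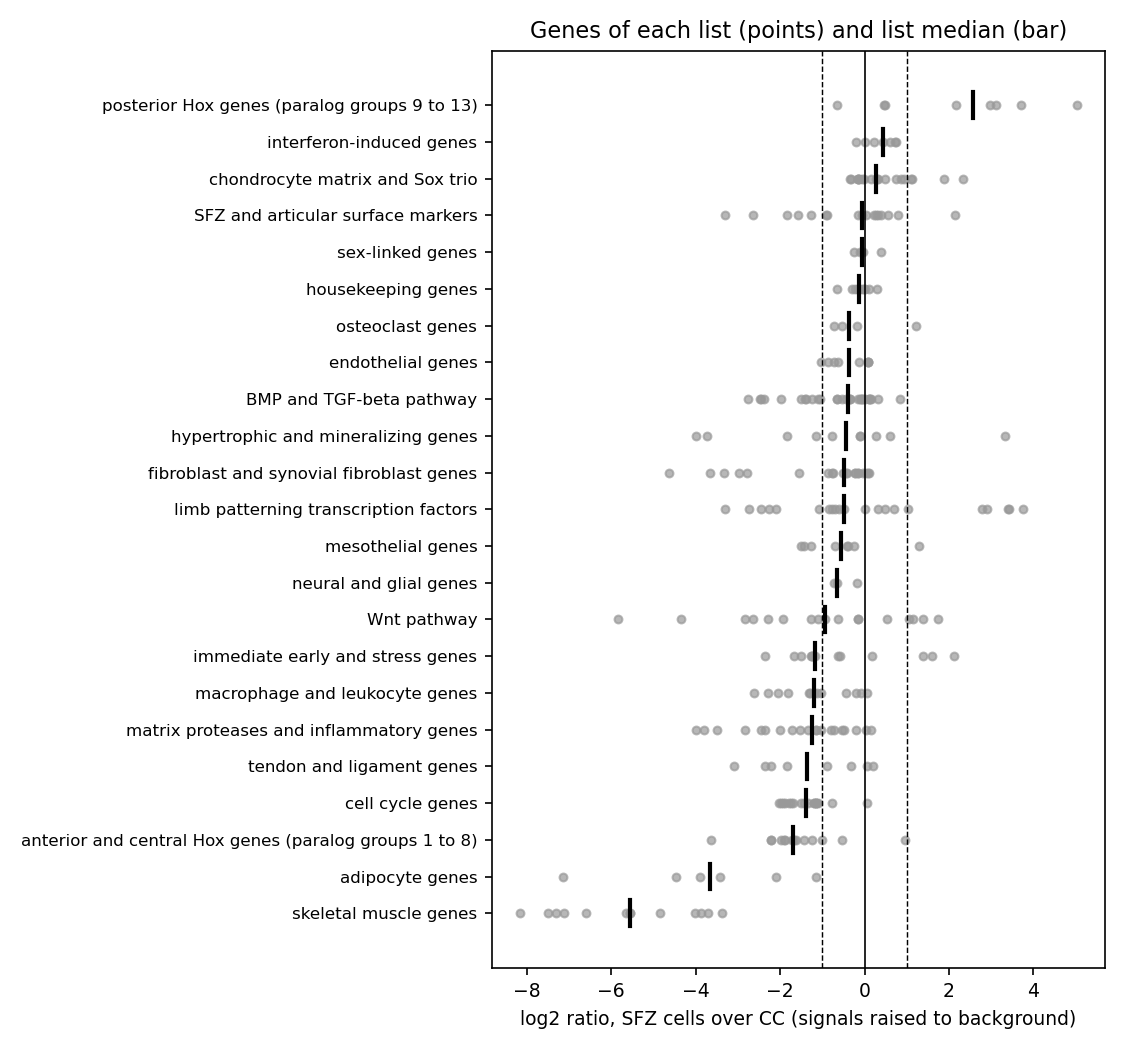
Log2 ratios of SFZ cells over CC, 1 array each, with signals raised to the background level. Each point is a gene above background on at least 1 array, each bar is the median of a list, and the dashed lines mark a ratio of 2 in either direction. The median of the skeletal muscle genes was -5.56 and that of the Hox genes of paralog groups 9 to 13 was 2.57. With 64 added to both signals these medians were -4.23 and 1.67. Where a signal was raised to background, the value of the gene is a bound.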

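On the probe sets of Table 1, the SFZ signals were 848 for *Hoxa10*, 659 for *Tbx15* and 601 for *Hoxa9*. *Hoxa10*, a homeobox gene of the posterior HoxA cluster, was at 18.9 in CC, under the background level, and was at least 32.6-fold higher in SFZ cells. The CC signals of *Shox2*, *Hoxc10*, *Tbx4*, *Hoxa11* and *Hoxd9* were also at or under background, so their ratios are bounds. *Shox2*, a homeobox gene of proximal limb growth, was at 281 in SFZ cells and at least 10.8-fold higher than in CC. The bound was 8.61-fold for *Hoxc10*, 7.48-fold for the hindlimb T-box gene *Tbx4*, 13.0-fold for *Hoxa11* and 7.86-fold for *Hoxd9*. *Barx1*, a homeobox gene of joint and gut mesenchyme, was at 287 against 27.3, a ratio of 10.5. *Tbx15* had a ratio of 6.86 and *Hoxa9* of 4.50, and *Tbx18* was at 220 against 108, a ratio of 2.03.
Second probe sets ran in the same direction where they were above background on at least 1 array. That of *Shox2* was at 966 in SFZ cells and 28.8 in CC, a ratio of 33.6. The ratio was 3.29 on the second probe set of *Tbx15*, 2.40 on that of *Hoxa9* and 2.27 on that of *Tbx18*, whose SFZ signal of 93.3 was under the minimum. The second probe set of *Hoxa10* was under background on both arrays. Among the 500 probe sets of nearest mean signal, the ratio of *Tbx18* was higher than that of 98.2%. The ratio of *Hoxa10* as deposited was higher than those of all its 500. That place is not exact, because its CC signal was under background. With 64 added to both signals the ratio of *Tbx18* was 1.65 and that of *Hoxa10* was 11.0. From SFZ signals over the minimum and ratios over 2, the paper reports that these factors were highly and predominantly expressed in SFZ cells. It then measured them by RT-qPCR (Fig. 1C).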

To search for SFZ-specific transcription factors, we performed microarray analyses using SFZ and CC, and found that 11 transcription factors were highly and predominantly expressed in SFZ cells (Fig. 1B and Table 1). 

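*Sox11*, which encodes an HMG box transcription factor of the SoxC group, was measured by 6 probe sets, all above background on both arrays. The probe set of Table 1 had signals of 619 in SFZ cells and 774 in CC, a ratio of 0.799. The other probe sets had ratios of 1.08, 1.04, 0.899, 0.699 and 0.650, so none of the 6 reached a ratio of 2 in either direction. The ratio of the probe set of Table 1 was higher than that of 35.0% of the 500 probe sets of nearest mean signal. It was 0.910 after scaling to equal medians and 0.925 after quantile normalization.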

Unexpectedly, the gene expression level of *Sox11* in SFZ cells was comparable to that in CC (Table 1). The expression levels of the 11 genes were confirmed by RT-qPCR analyses using total RNA from SFZ, CC, LB, and C3H10T1/2 cells (Fig. 1C). These results suggest that the 11 transcription factors are specific to SFZ cells, and might play roles in the development and/or homeostasis of articular cartilage.

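Of 8 Hox genes of paralog groups 9 to 13 above background, 5 were higher in SFZ cells and none was higher in CC. These 5 are genes of Table 1, which was drawn up from these arrays, so the count is not independent of that choice, and the other 3, *Hoxb9*, *Hoxc9* and *Hoxd10*, did not pass. Of 14 Hox genes of groups 1 to 8 above background, 7 were higher in CC and none in SFZ cells on the probe set with the highest signal. *Hoxc8* was at 83.5 in SFZ cells and 1032 in CC, *Hoxa5* at 136 and 421, *Hoxa7* at 47.6 and 222, and *Hoxc6* at 53.1 and 198. *Hoxd8* went the other way at 229 and 117, and passed in SFZ cells after either scaling. The median log2 ratio of groups 1 to 8 was -1.70, below those of all 10000 random lists of like signal. It was -1.05 with 64 added to both signals. The middle values behind the -1.70, those of *Hoxa2* and *Hoxc5*, are upper bounds, because their SFZ signals were raised to background.
Limb patterning transcription factors went both ways. Of 21 above background, 6 were higher in SFZ cells, all of them in Table 1, and 6 were higher in CC, or 3 with the median over the probe sets of each gene. Those in CC included the TALE homeobox gene *Meis2*, at 68.9 in SFZ cells and 675.5 in CC, and *Prrx1*, a homeobox gene of limb mesenchyme, at 804 and 1686.

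**Figure D2:**
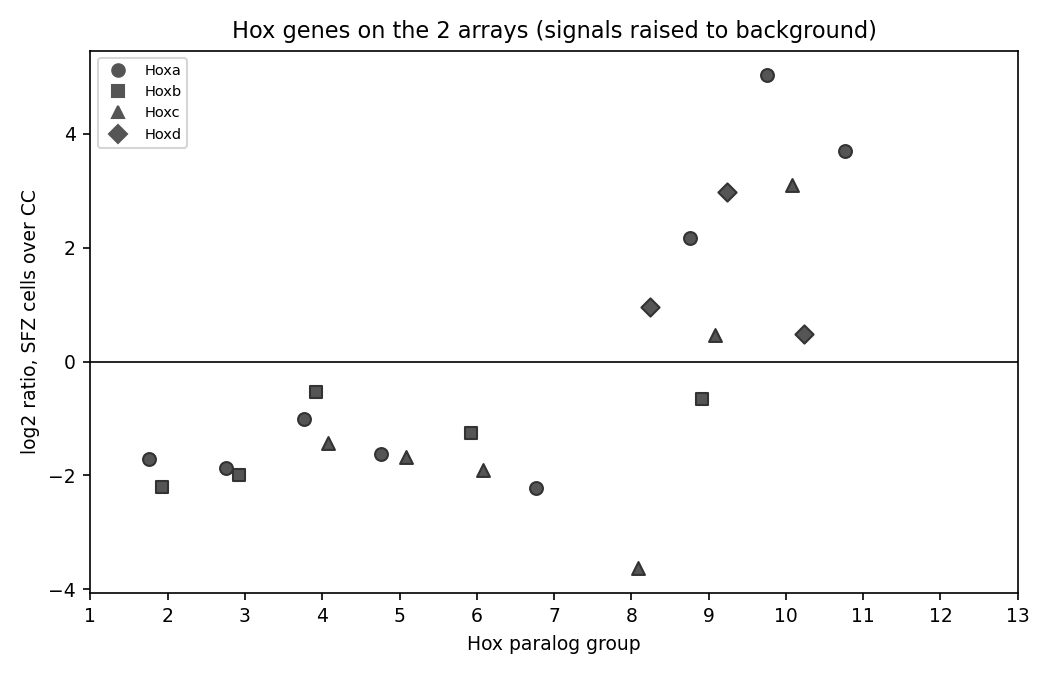
Log2 ratios of SFZ cells over CC for the Hox genes above background on at least 1 of the 2 arrays, by paralog group, with signals raised to the background level. Marker shapes give the cluster. The values of groups 1 to 7 lie under 0, and *Hoxa10* is plotted highest at 5.03. The values of *Hoxa10*, *Hoxc10*, *Hoxa11*, *Hoxd9* and *Hoxd10* are lower bounds, so these genes cannot be ranked among themselves. Those of *Hoxa2*, *Hoxa4*, *Hoxb2*, *Hoxb3*, *Hoxb6*, *Hoxc5* and *Hoxb9* are upper bounds, as their SFZ signals were at or under background.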

**Table 1:** List of transcription factor genes predominantly expressed in articular chondrocytes by microarray analysis.

Probe Set ID	[SFZ] (raw)	[CC] (raw)	SFZ/CC (fold)	Gene symbol
1420559_a_at	280.5	1.2	232.5	*Shox2*
1439798_at	223.7	4.0	55.6	*Hoxc10*
1431475_a_at	847.9	18.9	44.9	*Hoxa10*
1456033_at	194.5	6.9	28.0	*Tbx4*
1419514_at	348.2	17.3	20.1	*Pitx1*
1420414_at	339.0	23.4	14.5	*Hoxa11*
1423342_at	287.0	27.3	10.5	*Barx1*
1419126_at	204.2	25.4	8.1	*Hoxd9*
1422195_s_at	659.4	96.1	6.9	*Tbx15*
1455626_at	600.8	133.5	4.5	*Hoxa9*
1429974_at	219.9	108.1	2.0	*Tbx18*
1436790_a_at	618.9	774.4	0.8	*Sox11*

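By a set of gene symbol families fixed before the data were examined, 23 transcription factor genes passed the thresholds in SFZ cells, the 11 of Table 1 and 12 others. These families do not cover every transcription factor, so the count is not complete. *Ddit3*, at 5888 in SFZ cells and 1950 in CC, passed but is not in it. The paper's text does not name how transcription factors were picked out. Among the 12, *Klf4*, a zinc finger factor, was at 2689 in SFZ cells and 1175 in CC, and *Atf3*, a stress-induced bZIP factor, was at 1213 and 280. *Satb1*, a chromatin organizer, was at 362 and 106, and *Gli2*, an effector of hedgehog signaling, was at 355 and 94.6. *Klf12* was at 550 and 232, *Foxp2* at 493 and 193, *Atf6*, a sensor of endoplasmic reticulum stress, at 679 and 330, *Mafk* at 332 and 156 and *Foxd2* at 113 and 51.7. *Hoxd8*, *Zfp945* and *Npas3* passed only on a probe set other than their brightest, with ratios of 3.63, 2.24 and 2.03. In the other direction 77 genes of these families passed in CC.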

Eleven transcription factor genes with more than two-fold increase in SFZ/CC ratio and *Sox11* are shown. *SFZ* superficial zone cells, *CC* costal chondrocytes.

### Development of *Gdf5* expression monitoring system

We planned to develop a system for monitoring *Gdf5* expression that allows us to perform high-throughput assays as well as identify the transcription factors that induce *Gdf5* expression. HiBiT® is a small peptide of only 11 amino acids and is a highly sensitive tag-protein that can be detected by the antibody-free NanoLuc luciferase system^28^. Because the HiBiT-tag sequence is very short, HiBiT knock-in (KI) cells or mice with expression equivalent to the endogenous level of candidate genes can be generated using CRISPR/Cas9 gene editing. We therefore generated *Gdf5*-HiBiT KI mice by CRISPR/Cas9 genome editing (Fig. 2A–C). Genomic DNA sequence analysis of the *Gdf5* gene and two possible off-target sites confirmed that the genome of *Gdf5*-HiBiT KI mice had been edited correctly. *Gdf5-*HiBiT KI mice were viable, fertile, and exhibited no gross abnormalities. We isolated SFZ cells from articular cartilage of *Gdf5-*HiBiT KI mice and detected clear and reproducible *Gdf5*-HiBiT signals of the supernatants of the SFZ cells isolated from these mice (Fig. 2D). Thus, we succeeded in developing a *Gdf5* expression monitoring system by which we can perform high-throughput assays using primary isolated cells such as SFZ cells.

**Figure 2:**
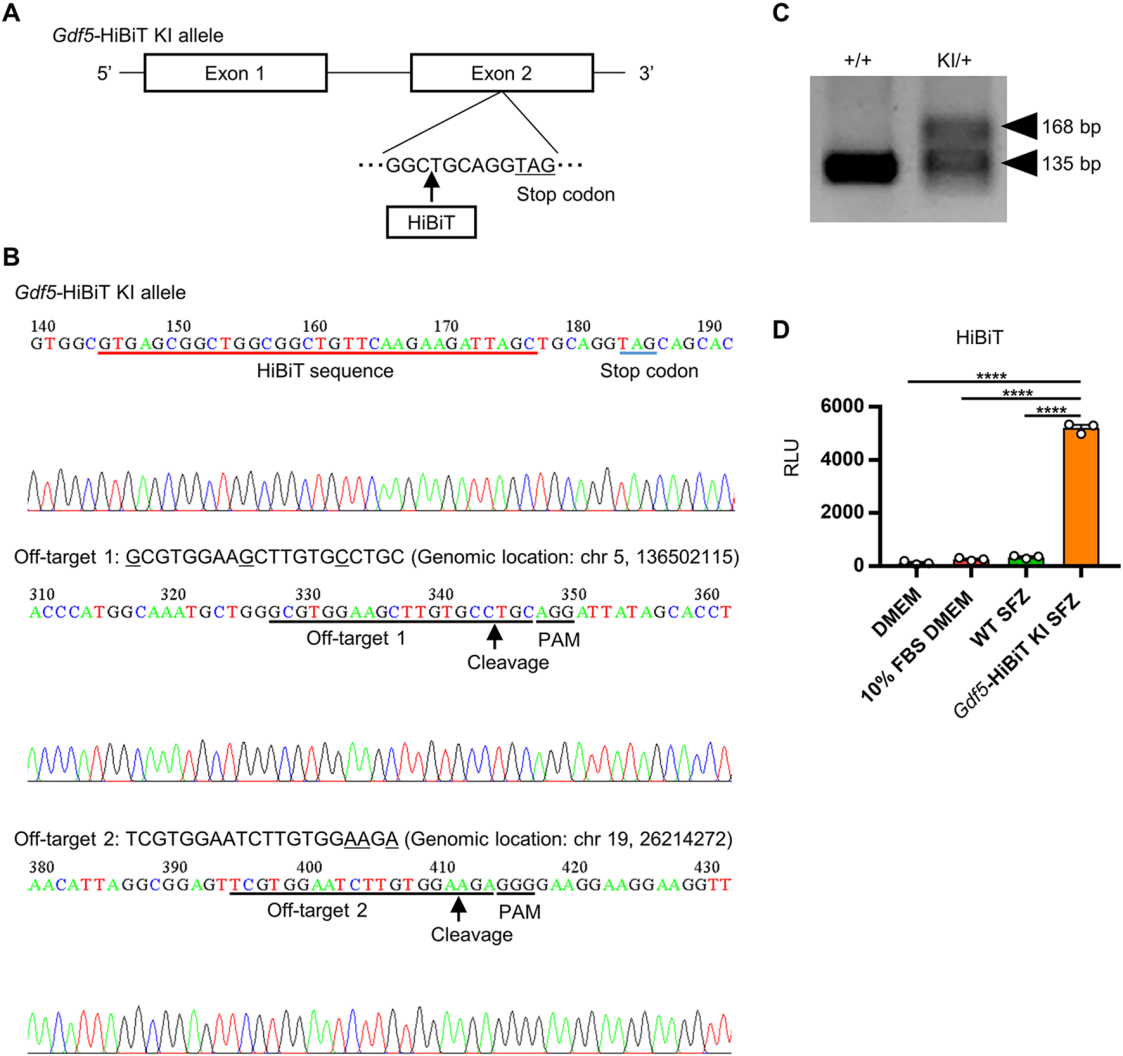
Generation of *Gdf5*-HiBiT screening system. (**A**) Schematic diagram of *Gdf5-*HiBiT allele. The stop codon of *Gdf5* and the knocked-in position of HiBiT tag are indicated. (**B**) *Gdf5-*HiBiT KI mice were generated using the Technique for Animal Knockout system by Electroporation (TAKE) method based on CRISPR/Cas9. Genomic DNA sequence analysis of the *Gdf5* gene was performed, which confirmed that the genome of *Gdf5*-HiBiT KI allele had been edited correctly. Two possible off-target sites for the CRISPR gRNA (target sequence: TCGTGGAATCTTGTGGCTGC) are shown. Genomic DNA sequence analysis of two off-target sites was performed, which confirmed that the sequences around off-target sites were intact. (**C**) Genomic PCR analysis of WT and *Gdf5-*HiBiT KI mice was performed. A representative result is shown. The original gel is presented in Supplementary Fig. 1. (**D**) SFZ cells were isolated from WT and *Gdf5-*HiBiT KI mice. The cells were cultured for 2 days and then the supernatants were collected. DMEM, 10% FBS DMEM, and supernatants of WT and *Gdf5-*HiBiT KI SFZ cells were subjected to HiBiT measurement (n = 3). RLU: relative light unit. Data are the mean ± SEM (****: *P* < 0.0001).

### HOXA10 promotes *Gdf5* expression in articular chondrocytes

We aimed to identify the transcription factors that promote *Gdf5* expression in SFZ cells using *Gdf5*-HiBiT mice, from among the transcription factors predominantly expressed in SFZ cells (Fig. 1B,C). To achieve this, we first generated lentiviruses expressing these transcription factors. However, unfortunately, *Barx1*, *Tbx15*, and *Tbx18* lentiviruses did not express their exogenous proteins in SFZ cells, although we do not know the reason for this. Therefore, we focused on *SHOX2*, *HOXC10*, *Hoxa10*, *Tbx4*, *PITX1*, *HOXA11*, *HOXD9*, and *HOXA9* lentiviruses (Fig. 3A). To determine whether these transcription factors induce *Gdf5* expression, SFZ cells isolated from *Gdf5-*HiBiT KI mice were plated in 96-well plates and the transcription factors were introduced by a lentiviral system (Fig. 3B). HiBiT activity of the supernatants from each well was determined using the HiBiT assay system. We found that *Hoxa10* overexpression clearly increased HiBiT activity (Fig. 3C). To confirm that *Hoxa10* is involved in *Gdf5* expression, we examined the effect of *Hoxa10* overexpression in SFZ cells by performing RT-qPCR analysis. Consistent with the HiBiT assay results, *Hoxa10* overexpression promoted *Gdf5* expression but not *Prg4* expression (Fig. 3D). Conversely, *Hoxa10* knockdown suppressed *Gdf5* expression in SFZ cells, but not *Prg4* expression (Fig. 3E). These results indicate that HOXA10 is a transcription factor that promotes *Gdf5* expression in SFZ cells and that our assay system using *Gdf5*-HiBiT KI mice is very useful.

**Figure 3:**
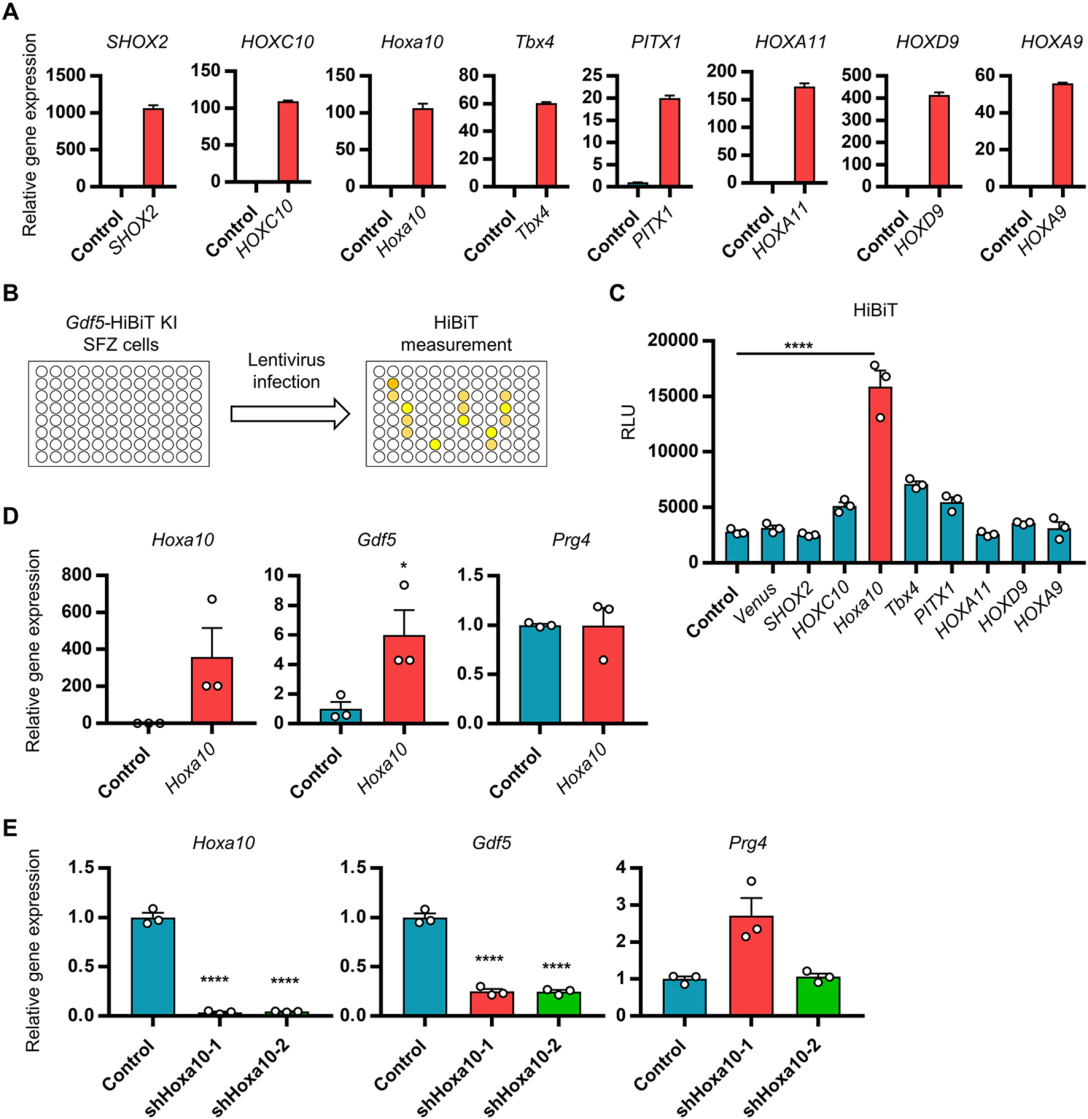
Role of HOXA10 in *Gdf5* expression in articular cartilage cells. (**A**) SFZ cells isolated from WT mice were infected with empty (control) or indicated lentiviruses. Indicated gene expression was analyzed by RT-qPCR in duplicate. (**B**) Schematic diagram of *Gdf5*-HiBiT screening system. (**C**) SFZ cells were isolated from *Gdf5-*HiBiT KI mice and were plated on a 96-well plate. *Gdf5-*HiBiT KI SFZ cells were infected with the indicated lentiviruses. One day later, the medium was changed. The cells were cultured for 2 days and then the supernatants were collected. The supernatants were subjected to HiBiT measurement (n = 3). RLU: relative light unit. (**D**) SFZ cells isolated from WT mice were infected with empty (control) or FLAG-*Hoxa10* lentiviruses. *Hoxa10*, *Gdf5*, and *Prg4* expression was analyzed by RT-qPCR (n = 3). (**E**) SFZ cells isolated from WT mice were infected with empty (control), shHoxa10-1, or shHoxa10-2 lentiviruses. *Hoxa10*, *Gdf5*, and *Prg4* expression was analyzed by RT-qPCR (n = 3). Data are the mean ± SEM (*: *P* < 0.05, ****: *P* < 0.0001).

### HOXA10 promotes *Gdf5* expression in LB cells

*Gdf5* is highly expressed in the developing limb at the site where the joint cavity is formed^11,12^. Additionally, *Hoxa10* was found to be moderately expressed in LB cells (Fig. 1C). We were therefore curious to find out whether HOXA10 stimulates the differentiation of LB cells to *Gdf5*-positive SFZ-like cells. *Hoxa10* overexpression increased *Gdf5*-HiBiT in *Gdf5-*HiBiT KI LB cells (Fig. 4A). Consistent with this, *Hoxa10* overexpression increased *Gdf5* expression in LB cells (Fig. 4B). However, *Gdf5* overexpression failed to promote *Prg4* expression (Fig. 4B) as in SFZ cells (Fig. 3D). Taken together, these results indicate that HOXA10 plays a role in the development of articular cartilage from limbs, but is not involved in the regulation of *Prg4* expression. *Prg4* would be regulated by other transcription factors during the development of articular cartilage.

**Figure 4:**
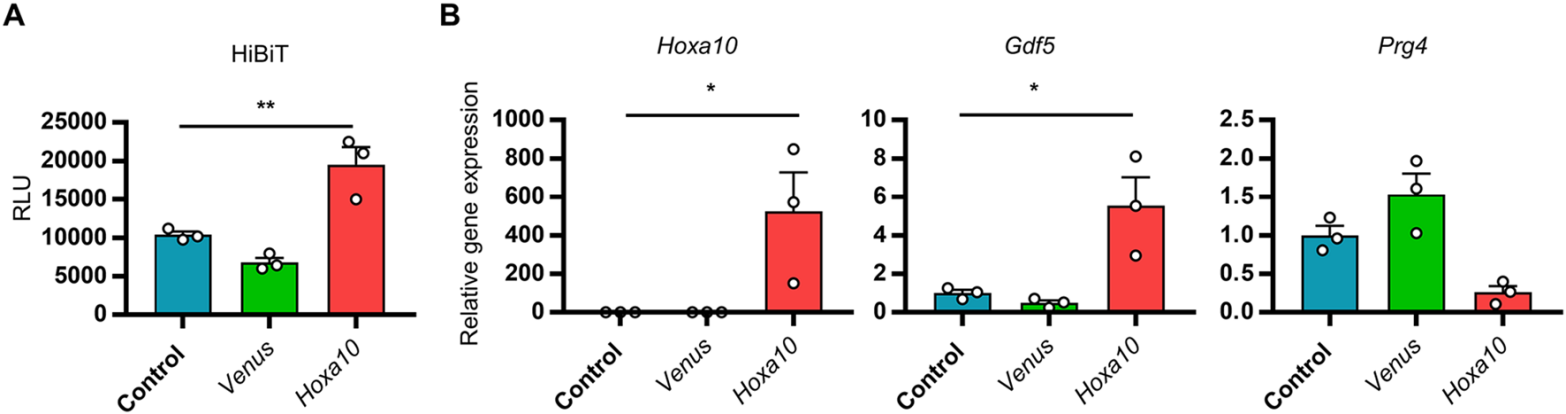
Role of HOXA10 in *Gdf5* expression in LB cells. (**A**) LB cells were isolated from *Gdf5-*HiBiT KI mice and plated on a 96-well plate. The cells were infected with empty (control), *Venus*, or FLAG-*Hoxa10* lentiviruses. One day after infection, the medium was changed. The cells were cultured for 2 days and then the supernatants were collected. The supernatants were subjected to HiBiT measurement (n = 3). RLU: relative light unit. (**B**) LB cells isolated from WT mice were infected with empty (control), *Venus*, or FLAG-*Hoxa10* lentiviruses. *Hoxa10*, *Gdf5*, and *Prg4* expression was analyzed by RT-qPCR (n = 3). Data are the mean ± SEM (*: *P* < 0.05, **: *P* < 0.01).

### HOXA10 binds to and activates the *Gdf5* gene promoter

To understand the molecular mechanisms by which HOXA10 promotes *Gdf5* expression, we examined the effect of HOXA10 on the *Gdf5* gene promoter. Using a comprehensive epigenetic database, including chromatin immunoprecipitation sequencing (ChIP-seq) analyses and Transposase-Accessible Chromatin sequencing (ATAC-seq), namely, ChIP-Atlas^29^ (https://chip-atlas.org), we analyzed the *Gdf5* gene promoter region. ATAC-seq revealed an open chromatin region around the *Gdf5* gene in articular chondrocytes, in contrast to the case for costal chondrocytes (Fig. 5A). The open chromatin region contained a putative HOXA10 binding motif similar to previous study^30^ (Fig. 5B). Thus, we cloned the open chromatin region as a *Gdf5* gene promoter and performed a promoter assay (Fig. 5B). *Hoxa10* overexpression increased the *Gdf5* promoter activity in HEK293T cells (Fig. 5C). Furthermore, ChIP assay showed that HOXA10 bound to the *Gdf5* gene promoter in SFZ cells (Fig. 5D). These results indicate that HOXA10 binds to the *Gdf5* promoter and activates the transcription of *Gdf5* in SFZ cells.

**Figure 5:**
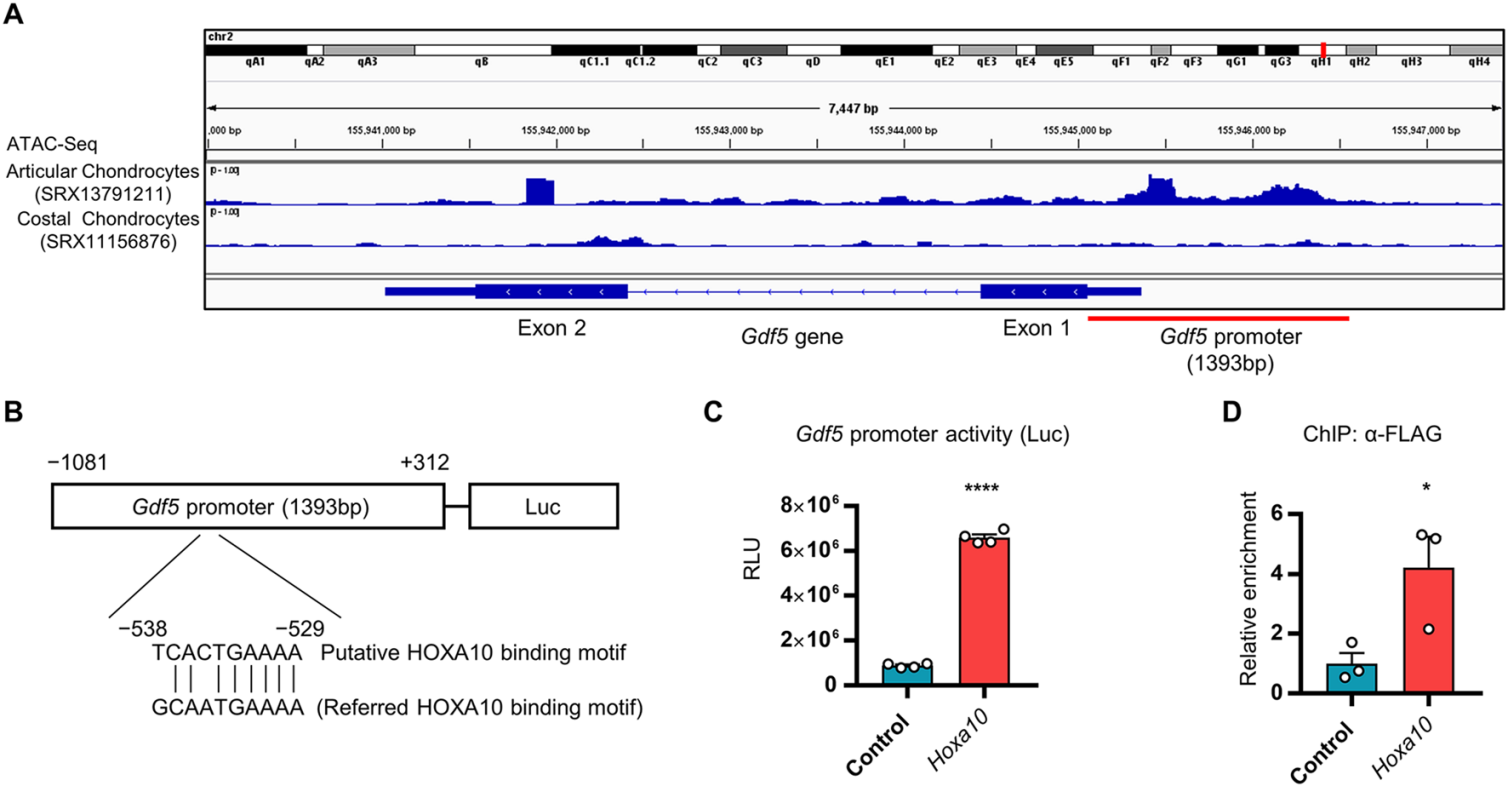
Effect of HOXA10 on the *Gdf5* gene promoter. (**A**) The ATAC-Seq database (articular chondrocytes: SRX13791211, costal chondrocytes: SRX11156876) from ChIP-Atlas was analyzed by integrative genomics viewer IGV2.8.6. A *Gdf5* gene promoter (1393 bp) exhibits an open chromatin region on the *Gdf5* gene in articular chondrocytes. (**B**) Schematic diagram of luciferase reporter construction with mouse *Gdf5* gene promoter (− 1081 to + 312). A putative HOXA10 binding motif (− 538 to − 529) is shown with reference to previous study^30^. (**C**) HEK293T cells were transfected with empty or FLAG-*Hoxa10* plasmids as well as luciferase reporter plasmids with mouse *Gdf5* gene promoter. Cell lysates were subjected to luciferase measurement (n = 4). RLU: relative light unit. (**D**) SFZ cells isolated from WT mice were infected with empty (control) or FLAG-*Hoxa10* lentiviruses. *Gdf5* gene promoter fragments collected by ChIP using anti-FLAG antibody were analyzed by real-time qPCR (n = 3). Data are the mean ± SEM (*: *P* < 0.05, ****: *P* < 0.0001).

### HOXA10 is expressed in articular cartilage together with GDF5

To examine the involvement of HOXA10 in *Gdf5* expression in vivo, we performed immunofluorescent analysis of HOXA10 and GDF5 in articular cartilage. We found that HOXA10 was expressed in superficial zone of articular cartilage as well as GDF5 (Fig. 6). These results suggest that HOXA10 is involved in *Gdf5* expression in articular cartilage and support our finding that HOXA10 promotes *Gdf5* expression.

**Figure 6:**
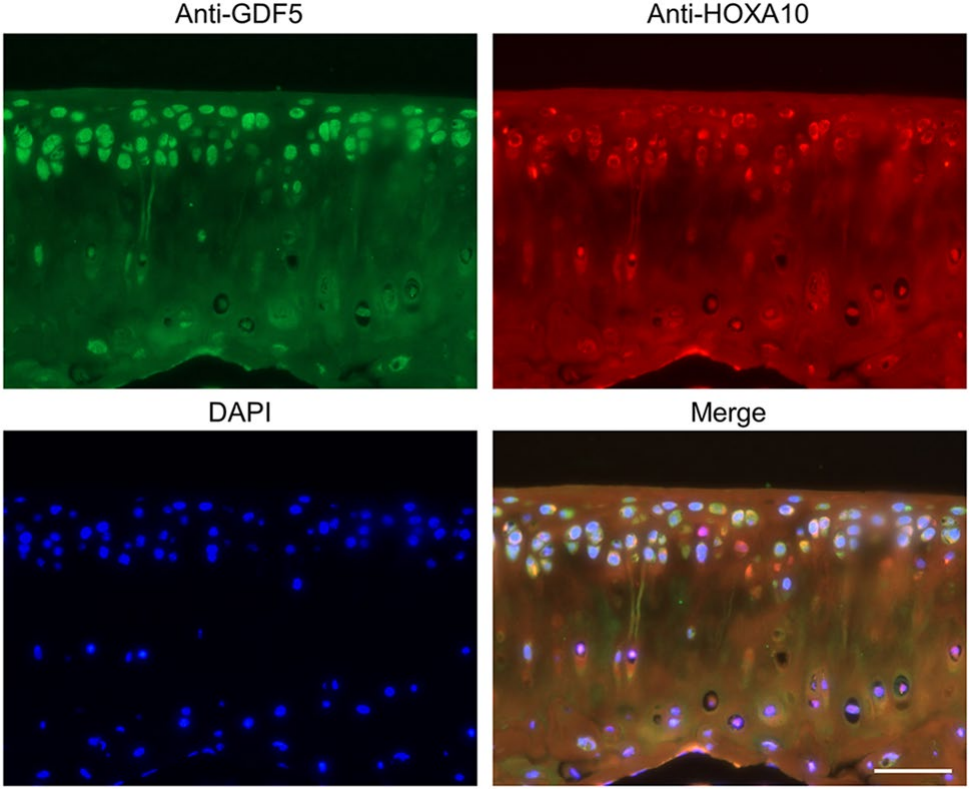
Immunofluorescent analysis of HOXA10 and GDF5 in articular cartilage. Tibial sections from 3-month-old mice were subjected to co-immunostaining with anti-HOXA10 and anti-GDF5 antibodies. DAPI indicates nucleus. Scale bar, 50 μm.

## Discussion

In this study, we attempted to identify the transcription factors involved in the regulation of *Gdf5* expression, and found that HOXA10 promotes *Gdf5* expression through direct binding to its gene promoter. *Hoxa10* is a member of the abdominal B subclass of homeobox genes and plays key roles in modulating tissue morphogenesis, including that of bone and joint tissues^31,32^. *Hoxa10*-knockout mice are viable but display abnormal reproductive tissues, vertebrae, and spinal nerves with femoral malformations and knee joint degeneration^33,34^. Consistent with these results, our findings indicate that *Hoxa10* contributes to the development of articular cartilage at least partially through *Gdf5* regulation.

Previous studies have been reported that SOX11 and PITX1 are involved in the regulation of *Gdf5* expression^23–25^. 

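On the second probe set of *Pitx1*, a homeobox gene of hindlimb identity, the signal was 322 in SFZ cells and 31.3 in CC, a ratio of 10.3 with both signals above background. On the probe set of Table 1 the signals were 348 and 17.3, and *Pitx1* was at least 13.4-fold higher in SFZ cells. *Sox11* had signals from 51.1 to 619 in SFZ cells over its probe sets. Of the other SoxC genes, picked after their values were seen, *Sox4* was at 1589 in SFZ cells and 5467 in CC, and *Sox12* at 142 and 176, on their brightest probe sets.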

In this study, we found that *Pitx1* was highly expressed in articular chondrocytes, but not *Sox11*. However, *Pitx1* overexpression failed to upregulate *Gdf5* expression in articular chondrocytes unlike that in chondrocytes from humanized mice carrying human *GDF5* regulatory elements^25^. The reason is unclear, but one possibility is due to differences in the regulatory elements of human *GDF5* and mouse *Gdf5*. SOX11 has also been reported to increase *HOXA10* expression *in vitro*^35^. Therefore, SOX11 may be involved in the regulation of *Gdf5* expression by promoting *Hoxa10* expression.

Homeobox genes are important in body plan patterning^36^. Therefore, the dysregulation of homeobox genes may be involved in cartilage disorders and lead to the development of OA. Indeed, human *HOXA10* and *HOXA13* tended to be expressed at lower levels in OA chondrocytes, whereas *HOXC8* and *HOXD10* levels were significantly increased^37^. These results and our findings suggest that decreased *HOXA10* in OA chondrocytes leads to decreased *GDF5* expression and consequently OA pathogenesis. *HOXA10* upregulation may contribute to OA treatment through *GDF5* induction.

Although *Hoxa10* plays a role in the development of articular cartilage, *Hoxa10* is not involved in the regulation of *Prg4*, another specific marker gene of SFZ cells. Other mechanisms are thus likely to be involved in this event. This is reasonable because the onset of expression differs between *Gdf5* and *Prg4* during the development of articular cartilage^11^. Thus, identification of the transcription factors that induce *Prg4* expression is also an important part of the development of direct programming of articular cartilage.

With the aging of the population globally, the number of OA patients has increased to an estimated 300 million or more^38,39^. OA is treated by symptomatic therapy such as hyaluronic acid injections into the joint cavity and the administration of pain relief^5–7^. For the treatment of severe OA, artificial joint replacement is considered. Meanwhile, for rheumatoid arthritis (RA), another bone and cartilage disease, several drugs have been developed, such as anti-TNF antibodies and anti-IL-6R neutralizing antibodies^40^, which greatly contribute to preventing RA progression. However, no drug has been developed to prevent the progression of OA. Therefore, therapeutic agents for OA need to be developed. As mentioned above, GDF5 upregulation is a promising drug target for OA. We developed a *Gdf5*-monitoring system that can easily and quantitatively detect *Gdf5* expression with high sensitivity. We successfully used this system to identify HOXA10, indicating that this system is useful for the detection of *Gdf5* expression. Our newly developed HiBiT KI mouse system, in which HiBiT tag is incorporated into the genes of interest in the mouse genome, would provide us with more accurate biological results than HiBiT KI cell lines because we are able to isolate the primary cells of interest from the mice, including SFZ cells, and culture them in 384-well plates as well as 96-well plates. Using this system, we are planning to perform high-throughput screening for chemical compounds that induce *Gdf5* expression, which could lead to the development of OA treatments.

In conclusion, we identified HOXA10 as a transcription factor for *Gdf5* expression via a screening approach combining microarray analysis and a *Gdf5*-monitoring system. HOXA10 promoted *Gdf5* expression in articular cartilage and LB cells, but not *Prg4* expression. *Gdf5* induction, including *Hoxa10* upregulation, would be a therapeutic target for OA and a *Gdf5*-monitoring system can be applied to high-throughput screening to search for *Gdf5* inducers. Thus, our findings provide insights into the regulation of *Gdf5*, methods for monitoring *Gdf5* expression, and therapeutic targets for OA.

## Methods

### Mice

C57BL/6J and ICR mice were obtained from Japan SLC (Shizuoka, Japan). *Gdf5-*HiBiT KI mice were generated using the Technique for Animal Knockout system by Electroporation (TAKE) method based on the CRISPR/Cas9 system, as we previously described^41,42^. A CRISPR gRNA (target sequence: 5′-TCGTGGAATCTTGTGGCTGC-3′) targeting upstream of the *Gdf5* stop codon was complexed with Cas9 protein and introduced together with single-stranded oligodeoxynucleotides (ssODN: 5′-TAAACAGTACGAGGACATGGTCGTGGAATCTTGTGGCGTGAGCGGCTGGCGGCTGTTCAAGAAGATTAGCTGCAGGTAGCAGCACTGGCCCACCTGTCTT-3′) into C57BL6/J pre-nuclear-stage embryos. Genomic DNA sequence analyses of the *Gdf5* gene were performed, which confirmed that the genome of *Gdf5*-HiBiT KI mice had been edited correctly. *Gdf5*-HiBiT KI mice were backcrossed with the C57BL/6J background and were maintained in heterozygous form. To genotype the *Gdf5*-HiBiT KI allele, we used the following primer set: forward 5′-CTTCATCGACTCTGCCAACA-3′ and reverse 5′-ACCTGTGGAGGGGGTAGTCT-3′. Off-target sites of the CRISPR gRNA were searched using Invitrogen TrueDesign Genomic Editor (Thermo Fisher Scientific, Waltham, MA, USA). To analyze genomic DNA sequence of the off-target sites, genomic PCR was performed using the following primer sets: off-target 1 (forward 5′- AGCCCCAGGAACATTTAAGG -3′ and reverse 5′- CAGAAGACCTGGAAGGCTTG -3′) or off-target 2 (forward 5′- TATGAATCCCAGGAGGCAAG -3′ and reverse 5′- CAGGTCTTCGGCAAGAGAAG -3′), followed by DNA sequence analysis. All animal experiments were approved by Osaka University Institutional Animal Experiment Committee and performed in accordance with the regulatory guidelines. The study is reported in accordance with ARRIVE guidelines (https://arriveguidelines.org).

### Cell culture

HEK293T and C3H10T1/2 cells (RIKEN, Ibaraki, Japan) were cultured in Dulbecco’s modified Eagle’s medium (DMEM) (Wako Pure Chemical Industries, Osaka, Japan) supplemented with 10% fetal bovine serum (FBS) (Nichirei Biosciences, Tokyo, Japan) and penicillin–streptomycin-glutamine (Wako Pure Chemical Industries). Articular cartilage SFZ cells were isolated as described previously^26,42^. SFZ cells were maintained in DMEM containing 10% FBS and penicillin–streptomycin-glutamine. Costal chondrocytes were isolated from ribs of 4-day-old mice by digestion with collagenase. The chondrocytes were collected from dispersions and cultured in DMEM supplemented with 10% FBS and penicillin–streptomycin-glutamine. LB cells were isolated from LB of E11.5 embryos by digestion with trypsin and collagenase. The LB cells were collected from dispersions and cultured in DMEM supplemented with 10% FBS and penicillin–streptomycin-glutamine.

### Reverse-transcription quantitative polymerase chain reaction (RT-qPCR) and microarray

Total RNA was isolated from cells using Nucleospin RNA Plus (Macherey–Nagel, Düren, Germany). After denaturation of total RNA, complementary DNA was synthesized from the total RNA with ReverTra Ace qPCR RT Master Mix (Toyobo, Osaka, Japan). Real-time PCR was performed using an ABI Step One Plus real-time PCR system (Applied Biosystems, Waltham, MA, USA) with THUNDERBIRD Probe qPCR Mix or SYBR qPCR Mix (Toyobo). The amount of target mRNA was normalized to that of *β-actin* mRNA. Relative mRNA expression levels were calculated by the comparative threshold cycle (Ct) method. Primer sets used are listed in Supplementary Tables S1 and S2.

For microarray analysis, total RNA was isolated from SFZ cells and CC using a NucleoSpin RNA Plus Kit. cRNA was synthesized using a GeneChip 3’IVT Plus Reagent Kit (Thermo Fisher Scientific). Microarray analysis was performed using the Affymetrix Mouse Genome 430 2.0 Array (Affymetrix, Santa Clara, CA, USA), in accordance with the manufacturer’s protocol.

### HiBiT and luciferase reporter assay

Supernatants from *Gdf5*-HiBiT KI cells with or without lentivirus infection were collected. Their HiBiT signals were measured using the Nano Glo HiBiT Lytic Detection System (Promega, Madison, WI, USA), in accordance with the manufacturer’s protocol. HEK293T cells were transfected with luciferase reporter plasmids containing the *Gfd5* gene promoter as well as pLVSIN-FLAG-*Hoxa10* or pLVSIN-CMV-Pur (empty vector) using X-tremeGene 9 DNA transfection reagent (Sigma-Aldrich, Milwaukee, WI, USA). Their luciferase activities were measured using the Luciferase Assay System (Promega), in accordance with the manufacturer’s protocol.

### Lentivirus plasmid and infection

Lentiviral expression vectors for *HOXA9* (NM_152739.4) tagged with FLAG, *Hoxa10* (NM_008263.4) tagged with FLAG, *HOXA11* (NM_005523.6), *HOXC10* (NM_017409.4), *HOXD9* (NM_014213.4), *Barx1* (NM_007526.4) tagged with FLAG, *Tbx15* (NM_009323.3) tagged with FLAG, *Tbx18* (NM_023814.4) tagged with FLAG, *PITX1* (NM_002653.5), *SHOX2* (NM_003030.4) tagged with FLAG, and *Tbx4* (NM_011536.3) tagged with FLAG were cloned to the pLVSIN-CMV-Pur vector (Takara, Tokyo, Japan). For lentiviral protein transduction, Lenti-X 293T cells (Takara) were transfected with each lentivirus plasmid as well as Lentiviral High Titer Packaging Mix (Takara) using X-tremeGENE 9 (Sigma-Aldrich). The empty vector and/or pLVSIN-Venus was used as a negative control. Lentiviral particle preparation and infection were performed in accordance with the manufacturer’s protocol (Takara). For knockdown experiments, lentiviral pLKO.1 plasmids targeting *Hoxa10* (Hoxa10 shRNA-1 target sequence, 5′-ATCCTTCATTCACCTTTGAG-3′ and Hoxa10 shRNA-2 target sequence, 5′-AAGCAAATGCATTCTATCGTT-3′, were generated in accordance with the manufacturer’s protocol (Addgene, Watertown, MA, USA). Lentiviral particle preparation and infection were performed in accordance with the manufacturer’s protocol (Addgene).

### ChIP-Atlas analysis and *Gfd5* promoter cloning

To identify an open chromatin region on the *Gdf5* gene promoter that differs between articular chondrocytes and costal chondrocytes, a search of ChIP-Atlas, an integrative, comprehensive database (https://chip-atlas.org/), was performed. ATAC-Seq data (articular chondrocytes: SRX13791211, costal chondrocytes: SRX11156876) were analyzed using integrative genomics viewer, IGV2.8.6 (https://software.broadinstitute.org/software/igv/home). The *Gfd5* gene promoter region (− 1081 to + 312) was cloned as an open chromatin region in articular chondrocytes.

### ChIP assay

ChIP analysis was performed using the truChIP Chromatin Shearing Kit (Covaris, Woburn, MA, USA). SFZ cells were infected with control (EV) or FLAG-*Hoxa10* lentivirus. Cells were washed with PBS, followed by chromatin fixation with 1% formaldehyde for 10 min. Sonicated chromatin samples were immunoprecipitated with an anti-FLAG DYKDDDDK antibody (1:100, M185; Medical & Biological Laboratories, Tokyo, Japan). DNA was eluted from immunoprecipitated samples using the SimpleChIP Plus Sonication Chromatin IP Kit (Cell Signaling Technology, Danvers, MA, USA). *Gdf5* gene promoter region fragments were analyzed by qPCR using the following primer pair: forward (5′-TCACTGAAAACCTTGCTTGC-3′) and reverse (5′-AAAAATTACCGCTGCCCTTT-3′).

### Immunofluorescence

Tibias isolated from 3-month-old male mice were fixed in 4% paraformaldehyde and then decalcified with 10% EDTA. The decalcified bones were embedded in paraffin and sectioned. Sections were deparaffinized and hydrated through xylene and graded concentrations of alcohol. Antigen retrieval was performed with hyaluronidase. Slides were incubated overnight with primary antibodies against HOXA10 (GTX37412, GeneTex, Irvine, CA, USA; 1:100) and GDF5 (AF853, R&D Systems; 1:100). Slides were then incubated with secondary antibodies against rabbit IgG [Alexa Fluor 568 (A10042, Thermo Fisher Scientific; 1:500)] and goat IgG [Alexa Fluor 488 (A11055, Thermo Fisher Scientific; 1:500)], followed by DAPI staining. Images were acquired with a DFC7000 T digital camera (Leica, Wetzlar, Germany) under a DM4B microscope (Leica).

### Statistical analyses

Statistical analyses were performed using Prism 7 (GraphPad Software, Boston, MA, USA). Comparisons of two groups were performed using unpaired two-tailed Student’s t test. Comparisons of multiple groups were performed using one-way analysis of variance (ANOVA), followed by Bonferroni’s post hoc test. *P* < 0.05 was considered significant. All data are shown as the mean ± SEM.

### Supplementary Information

Supplementary Information.

## Data Availability

Microarray data have been deposited in the Gene Expression Omnibus database under Accession Number GSE242028. Data and materials are available from the corresponding authors upon reasonable request.

# Supplementary material for: HOXA10 promotes Gdf5 expression in articular chondrocytes
**Source:** Sci Rep. 2023 Dec 20;13:22778. doi: 10.1038/s41598-023-50318-7

## **Supplementary Information**

### **HOXA10 promotes *Gdf5* expression in articular chondrocytes**

Tomohiko Murakami, Lerdluck Ruengsinpinya, Yoshifumi Takahata, Yuri Nakaminami,  
Kenji Hata, Riko Nishimura

**Supplementary Table S1. Primer list for qPCR**

*Shox2*-F: 5'-GAGGAATTGAGCCAGCGACTG-3'  
*Shox2*-R: 5'-CGGCTCCTATAAGGACACCTTTG-3'  
*Shox2*-P: 5'-CCAAACCTGTACTCGGGCCTCAGAGAGC-3'  
*Hoxc10*-F: 5'-AGTCCCAATGAGATCAAGACAGAG-3'  
*Hoxc10*-R: 5'-TGGTGTTTTCTGCCTTTATCTCCTC-3'  
*Hoxc10*-P: 5'-CAAGACCGCAGACTCCAGTCCAGACACC-3'  
*Hoxa10*-F: 5'-AACGCTGCCCTTACACGAAG-3'  
*Hoxa10*-R: 5'-GGACGCTACGGCTGATCTCT-3'  
*Hoxa10*-P: 5'-AACTCCTTCTCCAGCTCCAGCGTCTGG-3'  
*Tbx4*-F: 5'-GCCTCTTCTACCACTGCCTGA-3'  
*Tbx4*-R: 5'-GGGGAGAACGGAAATAGTGATCG-3'  
*Tbx4*-P: 5'-TAGAGACAGTGCCCGCCACCTGGACTT-3'  
*Pitx1*-F: 5'-ACCACCACCGCACGACATG-3'  
*Pitx1*-R: 5'-ACCGCGCTCCTTGTCTGG-3'  
*Pitx1*-P: 5'-AGAACTCCGCCAGCGAATCGTCCGAC-3'  
*Hoxa11*-F: 5'-CAAGGCCGGTGGCTCCG-3'  
*Hoxa11*-R: 5'-GGACAGTTGCAGACGCTTCTC-3'  
*Hoxa11*-P: 5'-TGAAGAAGAACTCTCGCTCCAGCTCTCGGA-3'  
*Barx1*-F: 5'-ATCGAAGAGATCCTCACTGAGCC-3'  
*Barx1*-R: 5'-AGCCTTCAGCACCGCCAG-3'  
*Barx1*-P: 5'-CGCCTGTACGCCGAACCTTGAGCAGCT-3'  
*Hoxd9*-F: 5'-CGCCGCAGCAGCAACTTG-3'  
*Hoxd9*-R: 5'-CCGGGTGAGGTACATGTTGAAG-3'  
*Hoxd9*-P: 5'-CGCTGTCCCTACACCAAATACCAGACGCT-3'  
*Tbx15*-F: 5'-GGACTTGAAGCCATCATGGAGA-3'  
*Tbx15*-R: 5'-CTGTACTGCCCCCTTGCTG-3'  
*Tbx15*-P: 5'-CATTCTGGAGACCTCCTGTTTCGCACACTG-3'  
*Hoxa9*-F: 5'-GGCGCCTTCTCCGAAAACAA-3'  
*Hoxa9*-R: 5'-GCAGCCGGGTATTGGGATC-3'  
*Hoxa9*-P: 5'-CTTGTCTCCGCCGCTCTCATTCTCGG-3'  
*Tbx18*-F: 5'-GACAGGAATCCATTTGCCAAAGG-3'  
*Tbx18*-R: 5'-AGGTGAGAGTCCGTAGTGATGG-3'  
*Tbx18*-P: 5'-CTCCAGAATGCGTATGACTCCACCAGAGC-3'  
*Gdf5*-F: 5'-CACCATCACCAGCTTTATTGACAA-3'  
*Gdf5*-R: 5'-CCATCCTTCTCCAAGGCACTG-3'  
*Gdf5*-P: 5'-AACACGTACCTCTGCTTCCTGACCGCA-3'  
*Prg4*-F: 5'-ATCCCATGCTTTCAGATGAGACC-3'  
*Prg4*-R: 5'-CAGCATCCAGAAATAATGACCTCG-3'  
*Prg4*-P: 5'-CGCAGCGTAGTCAGTCCATCCACTGG-3'  
 *$\beta$ -actin*-F: 5'-TTAATTTCTGAATGGCCCAGGTCT-3'  
 *$\beta$ -actin*-R: 5'-ATTGGTCTCAAGTCAGTGACAGG-3'  
 *$\beta$ -actin*-P: 5'-CCTGGCTGCCTCAACACCTCAACCC-3'

**Supplementary Table S2. Human and mouse common primer list for qPCR**

hm*Shox2*-F: 5'-CCCTTGTCTTTTCAGGTTCA-3'

hm*Shox2*-R: 5'-ATGCTGGAGTTCTTGCTGGT-3'

hm*Hoxc10*-F: 5'-CGCCTGGAGATTAGCAAGAC-3'

hm*Hoxc10*-R: 5'-GATCCGATTCTCTCGGTTCA-3'

hm*Pitx1*-F: 5'-GGCCTCAACAACATCAACAA-3'

hm*Pitx1*-R: 5'-CGAGTGCTGTTTGGACTTGA-3'

hm*Hoxa11*-F: 5'-GATTTCTCCAGCCTCCCTTC-3'

hm*Hoxa11*-R: 5'-AGTAGCAGTGGGCCAGATTG-3'

hm*Hoxd9*-F: 5'-TGAAGGAGGAGGAGAAGCAG-3'

hm*Hoxd9*-R: 5'-AGCGTCTGGTATTTGGTG-3'

hm*Hoxa9*-F: 5'-CCACGCTTGACACTCACACT-3'

hm*Hoxa9*-R: 5'-TCTCCGCCGCTCTCATTCTC-3'

**Supplementary Figure 1. Uncropped gel of Figure 2C**

Genomic PCR analysis of WT and *Gdf5*-HiBiT KI mice is shown. A boxed region indicates Figure 2C.

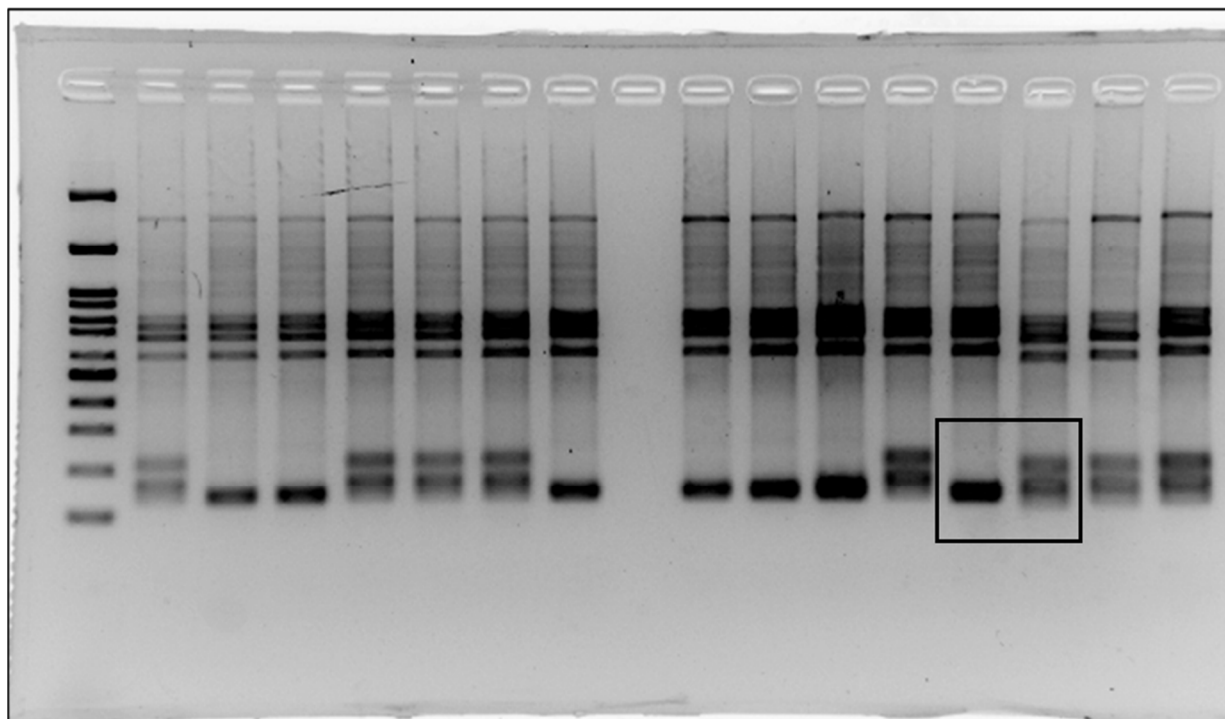

**Supplement:** Supplementary file 1 — Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

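RNA of SFZ cells and of CC was measured on Affymetrix mouse genome arrays, with 1 array per cell type. The authors deposited MAS5 signals, which are linear intensities per probe set. The submitters' processing notes name MAS5, and its version, scaling target and detection calls are not given in the sources used here. The signals were used as deposited and were not scaled further. They ran from 0.0210 to 13754 on the SFZ array and from 0.0361 to 13608 on the CC array. The 64 control probe sets were left out of counts, which left 45037 probe sets.

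Probe sets were named from the platform annotation. Of these probe sets, 34945 had 1 gene symbol. Over the whole array 932 had several symbols and 9211 were unnamed here, and no gene was named from either kind. Symbols were checked through Entrez identifiers against the RefSeq annotation of GRCm38.p6, where 34754 probe sets matched and 0 symbols needed a change. The array names no genome build, so no coordinates are given.

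A probe set counted as higher in SFZ cells where its SFZ signal was over 100 and its SFZ/CC ratio was over 2, the thresholds of the legend of Fig. 1B, and the mirror image was used for CC. A gene counted where any probe set named for it alone passed. For gene lists the probe set with the highest mean log2 signal stood for a gene, and for genes of Table 1 that of Table 1. The background level of each array was the 95th percentile of chemosensory receptor probe sets. On the SFZ array 50.0% of probe sets were above it, and on the CC array 54.1%. The number of arrays limits the precision. The spread of log2 ratios between the arrays holds both noise and true differences. Its SD was 0.60 at mean signals from 26 to 100, 0.68 from 100 to 1000 and 0.48 from 1000 to 10000.

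A list's place is the percentile of its median log2 ratio among 10000 random lists of the same size, matched in 20 bins of mean log2 signal, after both signals were raised to the background level. Genes at or under background on both arrays were left out of medians. The rule for named genes took the genes of Table 1, *Gdf5*, *Prg4* and *Actb*, the 10 largest and 10 smallest ratios, the other transcription factor genes that passed in SFZ cells, and up to 4 genes of each list. The values of Table 1 had been seen when that rule was written. The thresholds, 24 gene lists and all alternatives were fixed before the data were examined, and a list of unfolded protein response genes was chosen after seeing the data.

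The counting and the placing of lists were tested on simulated arrays of 18193 genes, with noise taken from the spread of the real ratios. Of 100 genes made 4-fold higher 99 were recovered, and of 100 made 8-fold higher all were. This recovery was not split by signal. It does not tell how genes with a CC signal under background, such as *Shox2*, would be recovered. Of 8512 unchanged genes with a signal over 100, 198 passed in either direction. Of 40 random lists of 20 unchanged genes, 4 lay in the outermost 5% of the percentiles. So few lists cannot tell whether the tails of the percentiles are exact. Alternatives were median scaling, quantile normalization, signals raised to background, 64 added to both signals, other thresholds, leaving out probe sets that can bind several transcripts, and other rules for combining probe sets. The RT-qPCR, reporter and binding assays of the paper were not analysed here. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.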

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

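The tests named in this part were chosen after the results were seen, except the count of probe sets after quantile normalization.

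On the CC array 1612 probe sets were higher by the paper's thresholds, 4.59 for each one higher in SFZ cells, and 13 skeletal muscle genes were among those that passed, with *Actc1* at 8228 on the CC array. After quantile normalization, which makes the distributions equal and so can also remove a true excess, 1.66 probe sets were higher in CC for each one higher in SFZ cells, above the 1.5 set beforehand for scaling as the whole cause, and how much scaling adds was not tested. Skeletal muscle cells in the CC sample stay open as a source of a part of it, as 100% of the muscle genes above background passed, with the regulators *Myod1* and *Myog* among them and *Myf5* and *Pax7* under background on both arrays, but these values prompted the test and do not decide it. They are argued against as the only source, because 11 leukocyte and adipocyte genes also passed in CC. The position along the body, rib against limb joint, and the state of the cells in culture stay open and were not tested. Position differs between the samples by design, so the arrays cannot separate it from the zone of the cartilage. This also holds for the ratios of Table 1. The median log2 ratio was -1.70 for Hox genes of paralog groups 1 to 8 and 2.57 for those of groups 9 to 13.

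Of the unfolded protein response genes, a list of 35 chosen after the values were seen, 23 were higher in SFZ cells and none was higher in CC, including *Sdf2l1* at 4480 against 495, *Creld2* at 4434 against 577, *Manf* at 9709 against 2722 and *Ddit3* at 5888 against 1950. Scaling as the whole cause is argued against by a median log2 ratio of 1.28 after quantile normalization. Stress of the SFZ cells before lysis stays open, because immediate early genes had a median log2 ratio of -1.24 over 8 genes, toward CC, and the heat shock genes *Hspa1a* and *Hspa1b* did not pass, whereas *Hmox1* was higher in SFZ cells, as were *Atf3* and *Ddit3*, which belong to the list itself. A larger share of chondrocytes is not excluded, although 71.4% of the genes lay above the 75th percentile of the cartilage matrix genes and *Sox9*, *Sox6*, *Sox5* and *Susd5* were not higher in SFZ cells, because the list was chosen for its high ratios, several matrix genes such as *Col9a1* are near the top of the signal range, and others such as *Matn1* were higher in SFZ cells. A difference between the cell types was not tested, with 1 array of each.

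*Gdf5* was close to equal on the arrays although the paper found little of it in CC by RT-qPCR. Exchanged array labels are argued against, since RT-qPCR gave less in CC for all 7 genes of Table 1 whose CC level could be read from Fig. 1C, and *Prg4*, which was not picked from the arrays, had a ratio of 4.39, whereas the array ratios of Table 1 tell nothing here because its genes were picked by them. A signal at the background level of the arrays is argued against, since the signal was 3.30 times that level on the SFZ array and 2.86 times on the CC array. Whether the SFZ sample held few superficial cells cannot be told apart from other explanations, because the surface markers went both ways, with their median at percentile 81.8. Hypertrophic genes went both ways too. *Col10a1* was at 1254 in SFZ cells and 126 in CC, whereas 4 of 10 hypertrophic and mineralizing genes were higher in CC. Only 1 probe set is named for *Gdf5*, and the background level comes from other probe sets. Poor or unspecific hybridization of the *Gdf5* probe set was therefore not tested.

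Of the cell cycle genes, 16 were higher in CC. The adipocyte gene *Fabp4* had a signal of 6039 on the CC array. Of the Hox genes of paralog groups 1 to 8, 7 were higher in CC. *Col10a1*, a gene of hypertrophic chondrocytes, had a signal of 1254 on the SFZ array and 126 on the CC array. *Matn1* had a signal of 9989 on the SFZ array. Beside the genes of Table 1, 12 other transcription factor genes of the fixed symbol families passed in SFZ cells, a count that leaves out *Ddit3*.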

How the results depend on the processing

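A count is called close here where it is within 1.5 times the value with the signals as deposited. The 351 probe sets and 249 genes higher in SFZ cells became 577 and 405 with median scaling, 660 and 464 with quantile normalization, 208 and 150 with 64 added to both signals, 949 and 647 at a ratio over 1.5, and 126 and 93 at a ratio over 3. The 1612 probe sets and 1123 genes higher in CC became 1016 and 717 with 64 added, 3259 and 2241 at a ratio over 1.5, and 832 and 587 at a ratio over 3. Where every probe set of a gene had to pass, 121 genes were higher in SFZ cells and 534 in CC. The 23 transcription factor genes became 41 at a ratio over 1.5, 14 at a ratio over 3 and 11 where every probe set had to pass. Other thresholds and stricter rules change counts by construction, and for the scalings the cause was not tested. The other counts of probe sets, genes and transcription factor genes were close under every alternative run.

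All 11 transcription factors of Table 1 passed under both scalings and with signals raised to background, 10 with 64 added, at a minimum signal of 200 or at a ratio over 3, and 8 where every probe set had to pass. Of 70 gene ratios under the alternatives, 55 stayed within 1.5 times, 15 moved and 0 of the called ones turned. Of 96 list medians 91 stayed within 1.5-fold and 5 moved, and of 200 list counts 11 moved. With 64 added, the median moved to -4.23 for skeletal muscle genes and -2.33 for adipocyte genes. It moved to 1.67 for Hox genes of groups 9 to 13 and to -1.05 for those of groups 1 to 8. With the median over probe sets, that of the Wnt pathway genes moved to -0.22. The median of the surface markers was -0.05 as deposited, 0.13 and 0.21 under the scalings, -0.02 with 64 added and -0.32 with the median over probe sets, so its direction depends on the alternative. Signals near background limit the ratios of *Shox2*, *Hoxc10* and *Tbx4* most, since these moved with signals raised to background. No paired analysis was possible because each cell type has 1 array, and for the same reason no array could be left out.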

Differences from the paper's values

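The signals and ratios of the 12 genes of Table 1 are those computed here from the same probe sets. The 351 probe sets found at the thresholds of the legend match the number printed in Fig. 1B, where it is given as genes, and those that were named belong to 249 genes.

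The RT-qPCR of the paper is another assay on RNA of the same cell types, and its levels in CC relative to SFZ cells were set beside the array. The paper normalized it to β-actin, which the array signals are not, and the array ratio of *Gdf5* was 1.25 as deposited and 1.55 relative to *Actb*. The error bars of the RT-qPCR for CC, which are SEM, were too small to read except for *Pitx1*. For *Gdf5* the paper's level in CC is about 0.05 of that in SFZ cells in Fig. 1A, read by eye, and the array gave 0.797. For *Hoxa9* the paper's level is about 0.11 in Fig. 1C and the array gave 0.222. For *Tbx18* the paper's level is about 0.12 in Fig. 1C and the array gave 0.492. None of the alternatives set before the data were examined, which were median scaling, quantile normalization, signals raised to background, 64 added to both signals and the median over probe sets, brought any of these 3 within 1.5 times of the paper's value. For *Prg4* the array gave 0.228, within 1.5 times of the level in Fig. 1A, but 0.355 with 64 added, which was not. *Tbx15* was within 1.5 times as deposited, but not with 64 added or the median over probe sets. The array levels of *Shox2*, *Hoxa10* and *Hoxd9* are upper bounds above the paper's levels, so they did not differ as deposited. Each of them differed with 64 added. *Shox2* and *Hoxd9* also differed under median scaling and quantile normalization. *Hoxd9* and *Hoxa10* also differed with the median over probe sets. The calls under the scalings and the median over probe sets rest on CC signals at or under background that were not raised to it. They therefore do not show a disagreement with the RT-qPCR. *Pitx1*, also a bound, was at 0.0746 against about 0.24, within the SEM of 0.24.

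The paper names *Gdf5* as a marker that SFZ cells express highly and CC hardly at all, whereas its array ratio was 1.25. *Prg4*, the other marker, was higher in SFZ cells on the array as in the paper.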

Other observations

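Signaling and matrix genes also differed between the arrays. All 13 skeletal muscle, 5 of 6 adipocyte and 6 of 20 fibroblast genes above background passed in CC on the same arrays. Whether such cells account for these differences was not tested. Of 30 BMP and TGF-beta pathway genes above background, 11 were higher in CC and none in SFZ cells, with the BMP antagonist *Chrdl1* at 240 in SFZ cells and 1308 in CC, *Id3* at 650 and 1551, *Tgfbr3* at 211 and 1165 and *Tgfb2* at 517 and 1075. Of 17 Wnt pathway genes 7 were higher in CC, including the secreted Wnt modulators *Sfrp2* at 42.0 and 2383, *Rspo3* at 226 and 860 and *Sfrp1* at 32.6 and 659, and 2 were higher in SFZ cells, *Frzb* at 482 and 231 and *Wif1*, named after its values were seen, at 201 and 76.7, and neither passed with 64 added. Of 20 matrix protease and inflammatory genes 13 were higher in CC, such as the collagenase gene *Mmp13* at 239 and 3784, *Mmp14* at 600 and 1342 and *Saa3* at 93.0 and 1290. Of 10 hypertrophic and mineralizing genes 4 were higher in CC, among them *Mef2c* at 98.6 and 351, and *Col10a1* was higher in SFZ cells.

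Of 8 tendon and ligament genes 4 were higher in CC, including *Tnmd* at 87.2 and 747. Of 13 macrophage and leukocyte genes 6 were higher in CC, with *Lyz2* at 232 and 1432. Of 13 immediate early and stress genes 5 were higher in CC, such as *Egr1* at 604 and 3092, or 2 after quantile normalization, and 3 were higher in SFZ cells, including *Hmox1* at 2997 and 1139. Of 4 osteoclast genes *Ctsk* was higher in SFZ cells at 1725 and 745, and of 8 mesothelial genes *Msln* was higher in CC at 38.3 and 103, a call lost under both scalings and with 64 added. None of 8 endothelial, 7 interferon-induced, 3 neural or glial and 4 sex-linked genes passed in either direction. The 4 erythroid genes with a probe set were at or under background on both arrays.

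*Hoxa11os*, a noncoding gene next to *Hoxa11* in the RefSeq annotation of GRCm38.p6 and singled out after its value was seen, had a signal of 122 in SFZ cells and was at least 4.68-fold higher than in CC.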
